A study of Homo sapiens and synthetic construct with 19 samples.

How the data were processed

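The series holds 19 sequencing libraries of one barcoded oligo pool: 5 RNA libraries from each of the cell lines CHON002, TC28a2 and K562, collected 24 hours after 300 to 500 M (M, 1e6) cells were transfected with plasmid at 300 µg per ml (CHON002) or 200 µg per ml (the other lines), and 4 libraries of the plasmid pool. The authors deposited raw counts, the number of reads of each barcode in each library, with the oligo each barcode had been paired with by alignment. The counter, the aligner and its version are not given in the sources used here. Libraries were grouped by the cell line and replicate number in their labels, and no library was left out of the main comparisons.

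Counts of all barcodes of an oligo were summed. An oligo was tested with a mean plasmid count of at least 20 and at least 10 barcodes seen in plasmid, which left 153503 oligos, controls included. Activity, RNA against plasmid, was tested for each line with the quasi-likelihood test of edgeR 4.0.16 after TMM scaling, with p-values adjusted by the Benjamini-Hochberg method. An oligo was called higher (active) or lower at an adjusted p under 0.05 and a log2 change of at least 1. The skew was tested in edgeR on the human and the chimpanzee counts of a pair, with the library as a block, as the human-to-chimpanzee ratio in RNA over that in plasmid, for pairs with at least 1 active sequence. Differences between lines were tested on RNA libraries alone: of an oligo's RNA level, for oligos active in either line, and of the human-to-chimpanzee ratio, for pairs tested for skew in either line.

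Depth ran from 105.4 to 224.2 M reads per library. The median standard error of a log2 activity was 0.334 in CHON002, 0.360 in TC28a2 and 0.263 in K562. In simulated data with 100 changed oligos or pairs, an activity change of log2 2 was recovered in 100, 99 and 99 of them and one of log2 1 in 35, 25 and 17 (CHON002, TC28a2 and K562). A skew of log2 2 was recovered in 100, 97 and 85, and a skew of log2 1 in 18, 17 and 6. A skew difference of log2 2 was recovered in 21 (CHON002 and TC28a2), 20 (CHON002 and K562) and 61 (TC28a2 and K562). One of log2 1 was recovered in 1, 1 and 7. In the measured K562 libraries, however, 51.6% of tested pairs were called skewed, at a median absolute log2 skew of 0.97. The simulated recovery therefore does not give the share of real skews or skew differences that went uncalled.

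The rule for naming was fixed before the data were examined: per line, the 10 elements of highest activity whose RNA libraries all lay above all plasmid libraries, and the 10 largest skews each way with ratios that do not overlap between RNA and plasmid and a mean plasmid count of at least 100 in both sequences. Between lines it named 5 elements and 5 pairs per direction, and near each gene list up to 4 skewed pairs per line with the smallest p. The text names a part of these, and some items withheld for evaluation are not reported here. The alignment strings spell out the middle stretch of most oligos. Once pairs were found whose middle stretches share no sequence, the 5 largest skews each way were named among pairs that share at least 10 bases on the same strand, a choice made after their values were seen.

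Gene lists (cartilage matrix, chondrogenic transcription factors, growth plate signalling, limb and axial patterning, erythroid, and fibroblast and tendon genes) and 20 binding motifs were fixed in advance and tested with Fisher's exact test, adjusted over the 36 list tests of a distance and over the 164 motif tests. Distance was measured to the gene body, since the gene table gives no strand, and motifs were searched in the middle stretch, since no genome was used. Alu sequence was recognised by at least 2 matches of 12 bases to an Alu sequence. Pairs whose middle stretches were not read in both sequences entered the counts over all pairs only. Directions of skews were tested with the exact binomial test.

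Alternatives were other scalings (DESeq2 size factors, the most common ratio set to 0, negative controls, TMM per library and sequence), DESeq2 1.42.0, limma 3.58.1 on log ratios, other filters and thresholds, the barcode with most reads left out, a block by replicate number, each library left out in turn, and, added after the data were seen, plasmid libraries 1 to 3 summed, barcodes split at random into equal parts, pairs that share middle sequence, the E-box outside the tRNA and Alu class, and class shares, overlaps and named differences between lines without K562 replicate 5. Libraries with the same replicate number did not correlate above 0.1 in every pair, so replicates were not treated as paired. The work was done in R 4.3.3 with the data.table package (version 1.17.8) and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.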

Results

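A massively parallel reporter assay (MPRA) measured the activity of human and chimpanzee versions of DNA elements that are open or marked as regulatory in prenatal cartilage, the template of much of the skeleton. In such an assay each sequence (an oligo) is cloned next to random barcodes, and the barcodes read in RNA, relative to those in the plasmid pool, report how strongly the oligo drives transcription. The pool was carried by 3 human cell lines: CHON002 and TC28a2, both immortalised chondrocyte lines, and K562, an erythroleukaemia line that served as a cell type outside the skeleton. There were 5 RNA libraries from each line and 4 libraries of the plasmid pool. Depth was 125.6 to 160.6 M reads (M, 1e6) per library in CHON002, 105.4 to 151.1 M in TC28a2, 129.8 to 179.8 M in K562 and 160.4 to 224.2 M in plasmid. The counts covered 5916314 barcodes on 270091 oligos. Of these oligos 134950 carried human and 135004 chimpanzee sequence from 76499 elements, and 71 were negative and 66 positive controls. An oligo had a median of 13 barcodes (quartiles 5 and 29). Of the oligos, 153427 from elements had enough plasmid reads and barcodes to be tested, and 62819 human-chimpanzee pairs had both sequences tested. Positions are on hg38 and are those listed for each oligo. An element is named by the protein-coding gene it lies in or nearest to, which need not be the gene it regulates. Replicates are called technical, and nothing states that they came from separate cultures. The p-values of tests between libraries therefore measure only the spread between these transfections and libraries. Those of Fisher's and the binomial test were computed across elements, oligos or pairs measured in the same libraries. Gene lists, motifs, thresholds and the rule for naming elements were fixed before the data were examined.

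The first comparison asked which elements were active in CHON002 chondrocytes. Most of the highest RNA levels came from sequences that hold genes of RNA polymerase III, the enzyme that makes tRNAs and other short RNAs, or Alu repeats, primate-specific transposable elements whose left part holds a promoter of the same polymerase. The chimpanzee oligo beside ZNF839, a zinc finger gene, holds the isoleucine tRNA gene TRI-AAT5-4 (chromosome 14, position 102316888) and reached a log2 RNA over plasmid of 13.51 ± 0.59 (SE, n = 5 RNA and 4 plasmid libraries, as for every log2 activity and skew in the text; adjusted p = 1.4e-08). The human oligo near ZNF213 with the arginine tRNA gene TRR-CCT3-1 (chromosome 16, position 3152767) reached 12.77 ± 0.43. That near BSPH1 with SNAR-A2, a short noncoding RNA gene (chromosome 19, position 47934022), reached 12.74 ± 0.41. Leucine tRNA genes lay in the oligos near OR6S1, an olfactory receptor gene (12.53 ± 0.37), and near ZNF311 (11.83 ± 0.33). An Alu repeat lay in the one within CDK19, the gene of a Mediator kinase (12.43 ± 0.40). In all 5 CHON002 libraries these sequences were read far above the plasmid libraries.

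**Figure D1:**
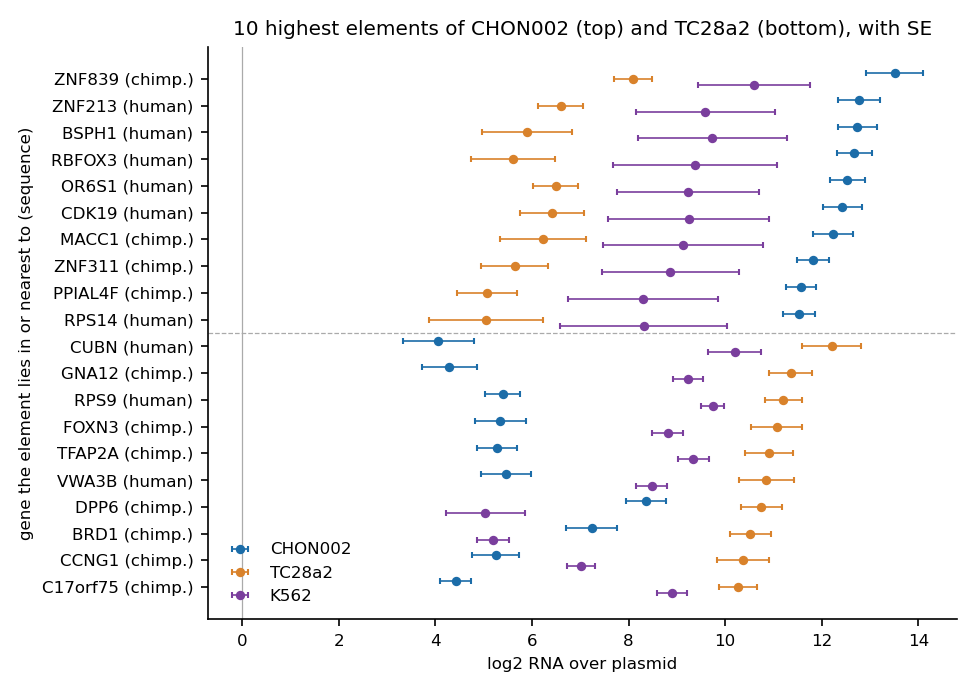
Log2 RNA over plasmid (x axis) in CHON002, TC28a2 and K562 (points, with SE; n = 5 RNA and 4 plasmid libraries) of the 10 elements with the highest activity in CHON002 (top) and the 10 in TC28a2 (bottom), by the gene they lie in or nearest to (y axis). The CHON002 elements lie at 11.54 to 13.51 in CHON002 and at 5.05 to 8.10 in TC28a2, and the element in CUBN at 12.20 in TC28a2 and 4.06 in CHON002.

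Among all CHON002 oligos, 31 of 36 with a tRNA gene were active (86.1%, 95% Wilson interval 71.3 to 93.9), as were 30 of them in K562 (83.3%, 68.1 to 92.1) and 23 in TC28a2 (63.9%, 47.6 to 77.5). Alu sequence was counted by its direction, taking the listed strand to run toward the barcode, which was assumed and not given. Of 1706 oligos with Alu sequence on the listed strand 904 were active (interval 50.6 to 55.3%). Of 1720 with it on the opposite strand 1.45% were (0.986 to 2.14), and of 149962 with none of these 3.19% (3.10 to 3.28). These intervals, like the others in the text, cover counting error only, and the labels name no molecular identifiers for the PCR-amplified reads. In TC28a2 the shares for Alu sequence on the listed and the opposite strand were 13.5% and 10.5%, against 15.0% of oligos with none of these, and in K562 26.0% and 12.4%, against 17.9%. Without K562 replicate 5, described with that line, the K562 shares were 19.2% (17.4 to 21.2) and 12.9%, against 18.3%. The TC28a2 shares without replicate 2 were not computed. That library had 1.47% of its reads on Alu sequence on the listed strand, against 0.302 to 0.406% in the other TC28a2 libraries. Oligos that hold tRNA or similar genes took 13.3% ± 0.497 (SD, n = 5) of the CHON002 reads and 0.0302% ± 0.000854 (SD, n = 4) of the plasmid reads. Those with Alu sequence on the listed strand took 13.9% ± 1.55 and 0.948% ± 0.0103.

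**Figure D2:**
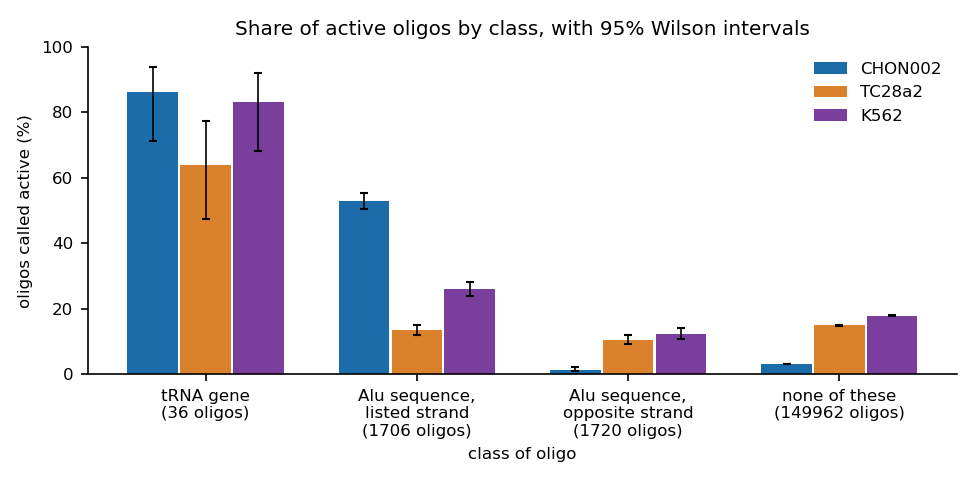
Percent of oligos called active (y axis) in each line by class of oligo (x axis), with 95% Wilson intervals. In CHON002 the bar for Alu sequence on the listed strand stands for 904 of 1706 oligos and that for the opposite strand at 1.45%, whereas in TC28a2 they stand at 13.5% and 10.5%.

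In CHON002, 5743 oligos (3.74%) from 3928 elements were active, that is, at least 1 log2 unit above plasmid at an adjusted p under 0.05, and 160 (0.104%) were as far below it. The positive control oligos had a median log2 of 1.60, with 22 of 42 called higher, and the negative control oligos one of -0.21 (quartiles -0.44 and 0.10). The count of oligos below plasmid rests on single libraries: it was 766 without CHON002 replicate 5, in which the fewest barcodes were seen, 99 without replicate 3, and 19, 19 and 20 without plasmid replicate 1, 2 or 3. Plasmid libraries 1 to 3 differ by little more than sampling noise, and with these summed into 1 library 2882 oligos were active and 2 below plasmid.

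The second comparison asked which elements were active in TC28a2 chondrocytes. The strongest was within CUBN, the gene of the receptor cubilin (chromosome 10, position 16891634; human oligo, 12.20 ± 0.60; adjusted p = 5.3e-09). Next came one near GNA12, a G protein subunit gene (chromosome 7, position 2873843; chimpanzee oligo, 11.36 ± 0.44), and one 248 bases from RPS9, a gene of the small ribosomal subunit (chromosome 19, position 54200610; human oligo, 11.21 ± 0.39). Others lay near FOXN3, a forkhead repressor gene (11.07 ± 0.53), and near TFAP2A, a transcription factor gene of the neural crest and face (10.91 ± 0.49). In CHON002 the same CUBN, GNA12 and TFAP2A oligos reached 4.06, 4.29 and 5.28.

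In TC28a2, 22905 oligos (14.9%) from 15210 elements were active and 10926 (7.12%) lay below plasmid, so that 67.7% of called oligos were higher. Positive controls had a median log2 of 5.24 (35 of 42 called higher) and negative controls -0.12 (1 higher and 2 lower of 34). The split depends on the scaling: with the most common log2 ratio set to 0, which shifts all values by 0.25, 29070 were higher and 5096 lower (85.1% higher). Centring on the negative controls, a shift of 0.12, gave 76.7%. Without plasmid replicate 1, 2 or 3 the count below plasmid was 6236, 6323 or 6295, and with these 3 libraries summed 14781 were active and 1654 below.

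The third comparison asked the same of K562 cells. The elements in CUBN (10.20 ± 0.54; adjusted p = 1.9e-08), beside RPS9 (9.75 ± 0.24), near TFAP2A (9.34 ± 0.32) and near GNA12 (9.22 ± 0.31) were again among the 10 strongest. The other 6, all among the 10 strongest of CHON002 too, lay near ZNF839 (10.63 ± 1.11; adjusted p = 8.5e-06), BSPH1 (9.73 ± 1.54), ZNF213 (9.59 ± 1.44), RBFOX3 (9.38 ± 1.70), OR6S1 (9.23 ± 1.46), and in CDK19 (9.25 ± 1.66). Their K562 libraries differed: the log2 of CPM plus 1 near ZNF213 was 15.51 in replicate 5 and 9.49 to 12.15 in the others, near BSPH1 14.03 and 8.11 to 10.55, and in CUBN 9.67 and 9.79 to 10.63. All 10 remained active without replicate 5. The 6 shared with CHON002 then lay at 9.56 (ZNF839), 7.49 (ZNF213), 7.26 (BSPH1), 6.88 (OR6S1), 6.27 (RBFOX3) and 6.27 (CDK19), and the others at 10.30 (CUBN), 9.82 (RPS9), 9.32 (TFAP2A) and 9.27 (GNA12).

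**Figure D3:**
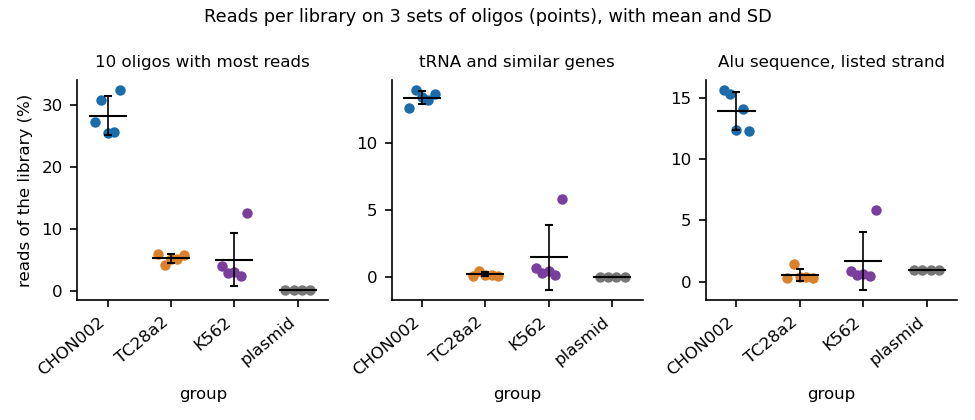
Percent of each library's reads (y axis; 1 point per library, with mean and SD) on the 10 oligos with most reads, on oligos with tRNA and similar genes, and on oligos with Alu sequence on the listed strand, by group (x axis). For tRNA and similar genes the CHON002 libraries lie at 12.6 to 13.9%, K562 replicate 5 at 5.78% and the other K562 libraries at 0.110 to 0.654%.

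In K562, 27554 oligos (18.0%) from 17501 elements were active and 15977 (10.4%) lay below plasmid, 63.3% of the called being higher. Positive controls had a median log2 of 5.17 (38 of 42 called higher) and negative controls -0.44 (2 higher and 6 lower of 34). The split again depends on the scaling: with DESeq2's size factors, a shift of 0.16, 31041 were higher and 9426 lower (76.7%). With the most common ratio at 0, a shift of 0.48, the counts were 39490 and 2494 (94.1%). Centred on the negative controls, a shift of 0.44, they were 38178 and 3018 (92.7%). Without replicate 5 the counts were 28043 and 19405, and with plasmid libraries 1 to 3 summed 23930 and 7030.

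Elements within 500 bases of either end of a protein-coding gene were more often active than those farther away: 12.9% (95% Wilson interval 11.4 to 14.5) against 6.11% (5.92 to 6.31) in CHON002, 39.1% (36.8 to 41.4) against 24.0% (23.6 to 24.3) in TC28a2 and 43.8% (41.4 to 46.1) against 27.6% (27.3 to 28.0) in K562. Around 6 lists of genes fixed in advance, 2 of 36 Fisher tests of elements within 100 kb of a listed gene passed the correction, both for fewer active elements near the genes. In TC28a2, 18.2% of 429 elements near 36 genes of growth plate signalling, such as IHH and PTHLH, which pace chondrocyte maturation, were active against 24.4% elsewhere (Fisher's exact test, odds ratio 0.687, adjusted p = 0.041). In CHON002, 3 of 249 elements near 37 genes of limb and axial patterning, such as the HOX and TBX genes, were active (1.20% against 6.32%; odds ratio 0.181, adjusted p = 0.0069). Within 500 kb the odds ratios were 0.913 (adjusted p = 0.555) and 0.598 (adjusted p = 0.0726), past the threshold in neither. Elements near 28 erythroid genes such as those of the globins were active in K562 in 38.0% against 28.1% (Fisher's exact test, odds ratio 1.57, p = 0.0142, adjusted p = 0.127), short of the threshold, in TC28a2 in 31.8% against 24.4% (odds ratio 1.44, adjusted p = 0.461) and in CHON002 in 7.75% against 6.30% (odds ratio 1.25, adjusted p = 0.839). Elements near 22 cartilage matrix genes, 21 genes of chondrogenic transcription factors and 23 fibroblast and tendon genes were active in CHON002 in 6.02%, 4.84% and 7.11%, and in TC28a2 in 19.7%, 22.9% and 23.7%, with no test past the threshold. None of the 18 tests of skewed against other elements near these lists passed either.

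Binding motifs were searched in the middle stretch of 76468 human oligos, the part whose bases the files spell out. The AP-1 motif, bound by the FOS and JUN factors that respond to growth signals and stress, was more frequent in active oligos of every line: 5.21% against 1.37% in CHON002 (Fisher's exact test, adjusted p = 8.6e-38), 4.38% against 1.01% in TC28a2 (7.9e-120) and 3.38% against 1.10% in K562 (1.6e-69). The GATA motif, that of the erythroid factor GATA1, was more frequent among active oligos in K562 (4.19% against 3.38%; 2.7e-05) and less frequent in CHON002 (2.47% against 3.57%; 0.0057). In CHON002 the E-box CAGGTG, recognised by the ZEB and SNAI repressors, was found in 6.18% of active against 3.02% of other oligos (2.6e-16). In oligos outside the tRNA and Alu class it was found in 4.70% against 2.92% (odds ratio 1.64). In TC28a2 it was less frequent in active oligos (2.41% against 3.28%; 3.5e-06). Motifs of ETS, SP/KLF and NFY, common at promoters, were enriched in all 3 lines. The motif of the insulator protein CTCF was enriched in TC28a2 (0.423% against 0.0586%) and K562 (0.402% against 0.0496%), that of CREB/ATF in TC28a2 and that of STAT in K562. The motifs of SOX and RUNX factors, which direct cartilage and bone formation, passed in no line. Among the 164 tests, none of those on pairs with a match in 1 sequence only passed. For AP-1 the sequence with the match was the more active in 16 of 22 pairs in TC28a2 (exact binomial p = 0.052) and 15 of 20 in K562 (p = 0.041, adjusted p = 0.144).

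**Figure D4:**
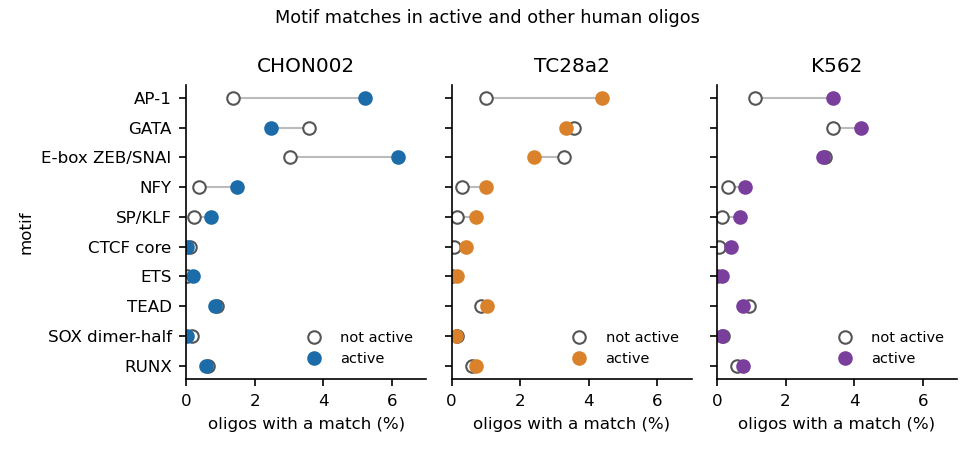
Percent of human oligos with a match to each motif (x axis) among active (filled) and other oligos (open), by motif (y axis) and line. For AP-1 the points lie at 5.21% and 1.37% in CHON002, 4.38% and 1.01% in TC28a2, and 3.38% and 1.10% in K562.

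The central comparison of the series was between the human and the chimpanzee sequence of each pair, here the skew: log2 human over chimpanzee in RNA less that in plasmid, tested in edgeR for pairs with at least 1 active sequence. For 128164 pairs the middle stretches of both sequences were read, and 115730 of them shared at least 10 bases on the same strand. The other 12434 (9.70%) did not. Of randomly matched pairs 0.176% shared as much. Pairs that do not share middle sequence compare stretches that do not correspond base by base. On chromosome 17 they were 39.9% of pairs, on chromosome Y 38.6% (59 of 153), on chromosome 12 35.6% and on chromosome 5 28.0%. Pairs that share middle sequence are therefore described first. The pairs named by size were chosen among these after their values were seen, because 17 of the 20 largest skews in CHON002, 2 of 20 in TC28a2 and 9 of 20 in K562 were between sequences that do not share it. Base differences are written as the chimpanzee base, the position from 1 at the start of the oligo and the human base, and were read in the middle stretch only, so that others may lie outside it.

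Among these pairs, the largest skew toward chimpanzee in CHON002 was near GRAMD2B (chromosome 5, position 126179180). There the chimpanzee oligo reached a log2 activity of 8.44 ± 0.42 and the human one -0.03 ± 0.36, a skew of -8.27 ± 0.39 (adjusted p = 1.6e-08). In SLC39A11, a zinc transporter gene, the skew was -6.47 ± 0.22 (chromosome 17, position 72728015), and in CPN1, a carboxypeptidase gene, -6.26 ± 0.24 with T156C the 1 difference read (chromosome 10, position 100046477). The human sequence was higher near LSM14A, an mRNA regulator gene (5.52 ± 0.38; chromosome 19, position 34146012), in FARP1 (5.32 ± 0.39), in IL4I1, an amino acid oxidase gene (5.13 ± 0.14; T148C, A150G and A157G), and in MCPH1, the gene of microcephalin (5.07 ± 0.18). Of 2752 tested pairs that share middle sequence 1085 were skewed (39.4%), 568 with the human and 517 with the chimpanzee sequence higher, 609 by at least 1 log2 unit and 66 by at least 3. Of the 196 other pairs 150 were (76.5%), 46 by at least 3. Together 1235 of 2948 pairs were skewed, with the human sequence higher in 52.0% (95% exact interval 49.2 to 54.8; exact binomial p = 0.172). This share was 46.7% (exact binomial p = 0.020) with scaling factors computed per library and sequence, the other way. It was also under 50% without plasmid replicate 1, 2, 3 or 4 (49.3, 49.8, 49.7 and 49.7%), with plasmid libraries 1 to 3 summed (49.2%) and with all pairs past the count filter (48.9%), and at most 51.9% with any 1 library left out. Without CHON002 replicate 5, 2185 pairs were skewed, with plasmid libraries 1 to 3 summed 648, and with all pairs past the count filter tested 654.

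In TC28a2 the human sequence was far more active at a pair 402280 bases from FAT1, a large cadherin gene (skew 6.03 ± 0.28; chromosome 4, position 187128976), and in CRADD, a gene of a cell death adaptor (5.87 ± 0.27; A144G, C155A and A169G). So it was near SYT3, a synaptotagmin gene (5.52 ± 0.15), and near NXPH1 (5.49 ± 0.30; C139A; chromosome 7, position 9488515). The chimpanzee sequence was higher in LOC122539214 (-5.98 ± 0.23), near TRAPPC12, a gene of vesicle transport (-5.93 ± 0.29; A154G), and in PPP1R9A, the gene of neurabin (-5.54 ± 0.43). Near GSTP1, a glutathione transferase gene, the human oligo was higher by 5.37 ± 0.35 (adjusted p = 2.2e-07). Of 11177 pairs that share middle sequence 3740 were skewed (33.5%), 1974 toward human and 1766 toward chimpanzee, 190 of them by at least 3 log2 units, and of 780 others 466 (59.7%). Together 4206 of 11958 pairs were skewed, with the human sequence higher in 52.8% (51.3 to 54.3; exact binomial p = 0.00029). Fitted on pairs that share middle sequence alone, the share was 52.9% (exact binomial p = 0.00054). With plasmid libraries 1 to 3 summed, 2393 pairs were skewed.

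In K562 the human sequence was higher at the same pair near NXPH1 (6.29 ± 0.19; adjusted p = 2.4e-10) and in CD109, the gene of a cell surface glycoprotein (4.92 ± 0.31; G161C). The chimpanzee sequence was higher near MYLK4, a myosin light chain kinase gene (-5.79 ± 0.12; C140A, T145C, A152T and C157G), near CSMD1 (-5.51 ± 0.24; C139T and T169C), near LMCD1 (-5.01 ± 0.15) and in CAPN14, a calpain gene (-4.99 ± 0.08; G153T and C155T). Of 12771 pairs that share middle sequence 6314 were skewed (49.4%), 3277 toward human and 3037 toward chimpanzee, 187 by at least 3 log2 units, and of 934 others 752 (80.5%). Together 7068 of 13707 pairs were skewed, with the human sequence higher in 51.9% (50.8 to 53.1; exact binomial p = 0.0012). Without replicate 5, 7003 pairs were skewed. Across the lines 9502 pairs of 9138 elements were skewed in at least 1 line, and of 1525 pairs tested in all 3 lines 327 were skewed in all, 310 of them the same way.

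Near the 22 cartilage matrix genes one pair lay beside MATN3, the gene of matrilin-3 (chromosome 2, position 20063156). It was higher for human in CHON002 (0.97 ± 0.08), TC28a2 (0.76 ± 0.09) and K562 (0.31), as was a pair near UCMA, a gene of a cartilage matrix protein, in CHON002 (1.74 ± 0.21). Near MATN4, the matrilin-4 gene, the chimpanzee sequence was higher (-0.66 ± 0.08 in TC28a2 and -0.55 ± 0.03 in K562; T140C and A159G), as near FMOD, the fibromodulin gene, in K562 (-1.24 ± 0.09; C147G). Of 12, 41 and 54 pairs tested near this list in CHON002, TC28a2 and K562, the human sequence was higher in 6, 4 and 10 and the chimpanzee sequence in 2, 3 and 19 (adjusted over the list alone, 6, 4 and 11, and 2, 3 and 19). Among the 9, 38 and 48 that share middle sequence the counts were 5, 3 and 9 for human and 0, 1 and 14 for chimpanzee. The skewed pairs in HAPLN1 and COL2A1 do not share it.

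Near 21 genes of chondrogenic transcription factors, a pair close to FOXC1, a forkhead gene of skull and vertebral development, was higher for chimpanzee (-1.53 ± 0.25 in TC28a2 and -3.13 ± 0.13 in K562; A139G). Near DLX5 and DLX6, homeobox genes of jaw and limb, the human sequence was higher (1.45 ± 0.24 in CHON002 and 2.08 ± 0.25 in TC28a2). Of 11, 52 and 55 pairs tested, human was higher in 2, 8 and 12 and chimpanzee in 1, 11 and 18 (adjusted over the list alone, 2, 9 and 12, and 1, 11 and 19). Among the 11, 41 and 45 that share middle sequence the counts were 2, 6 and 10 for human and 1, 6 and 11 for chimpanzee.

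Near 36 genes of growth plate signalling, 2 pairs close to GLI2, a transcription factor gene of hedgehog signalling, went opposite ways: 2.70 ± 0.18 in CHON002 at chromosome 2, position 121070254 (G144A), and -3.18 ± 0.21 in TC28a2 and -2.74 ± 0.15 in K562 at position 121021635 (G147A). The chimpanzee sequence was higher near WNT4, a gene of a chondrocyte maturation signal (-4.20 ± 0.36 in TC28a2 and -2.57 in K562), and in ACCSL close to EXT2, a heparan sulfate synthesis gene (-5.32 ± 0.33 and -4.12 ± 0.17). The human sequence was higher near WNT5B (1.96 ± 0.21 and 3.05 ± 0.15). Of 13, 58 and 92 pairs, human was higher in 3, 9 and 26 and chimpanzee in 0, 12 and 23 (adjusted over the list alone, 2, 9 and 26, and 0, 12 and 23). Among the 12, 53 and 88 that share middle sequence the counts were 2, 9 and 26 for human and 0, 10 and 21 for chimpanzee.

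Near 37 genes of limb and axial patterning, a pair in HOXA3, part of the cluster that patterns limbs and vertebrae, was higher for human in CHON002 (0.73 ± 0.17), TC28a2 (1.61 ± 0.23) and K562 (0.97), as was one near IRX5, a gene of limb and skull development (1.73 ± 0.21 in TC28a2 and 1.87 in K562; A172G). Beside PAX1, a gene of the vertebral column, the chimpanzee sequence was higher (-0.52 ± 0.10 in TC28a2 and -0.64 in K562), and so it was near TBX5, the gene that starts forelimb growth, in K562 (-1.17 ± 0.09; A139G). A pair near PAX9 had a skew of 3.06 ± 0.18 in K562 and -1.03 ± 0.33 in CHON002 (adjusted p = 0.024). The CHON002 call was lost with DESeq2 and with limma, and like those in HOXA3 and near TNC when all pairs past the count filter were tested. Of 3, 37 and 46 pairs, human was higher in 1, 8 and 15 and chimpanzee in 1, 8 and 15 (adjusted over the list alone, 1, 9 and 17, and 1, 8 and 15). Among the 3, 36 and 45 that share middle sequence the counts were 1, 8 and 15 for human and 1, 7 and 15 for chimpanzee.

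**Figure D5:**
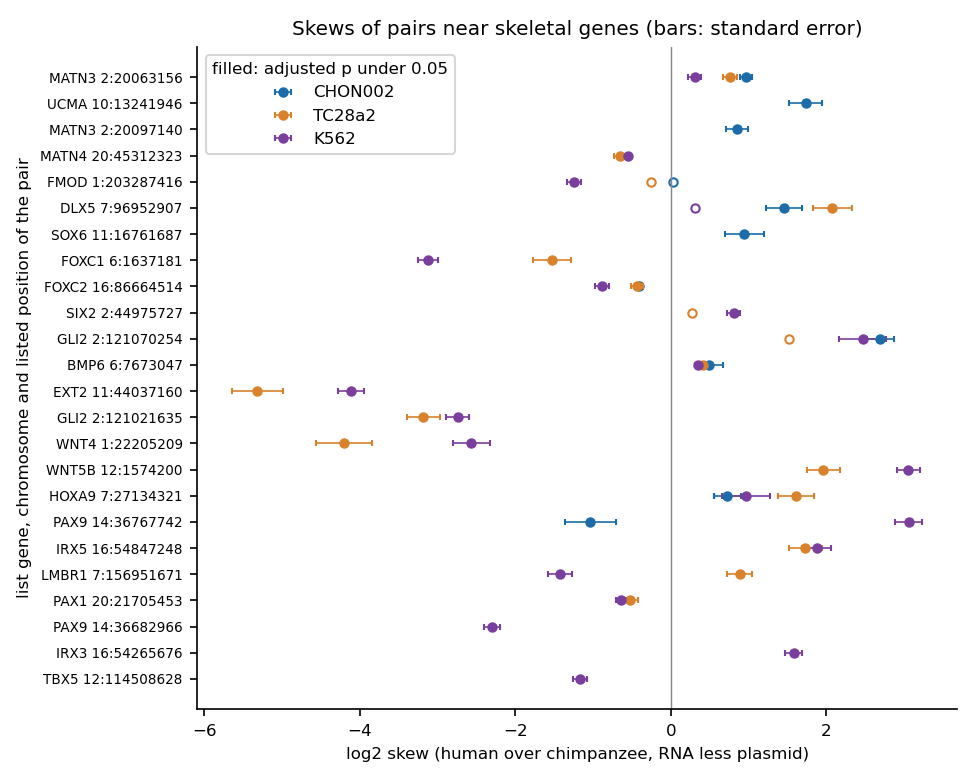
Log2 skew (x axis; human over chimpanzee, RNA less plasmid, with SE; n = 5 RNA and 4 plasmid libraries) of pairs that share middle sequence near named genes of the 4 skeletal lists (y axis: gene, chromosome and listed position), filled where the adjusted p was under 0.05. The pair near MATN3 at position 20063156 lies at 0.97, 0.76 and 0.31 in CHON002, TC28a2 and K562, and the one near EXT2 at -5.32 in TC28a2 and -4.12 in K562.

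Near 28 erythroid genes a pair in BCL11A, the gene of a repressor of fetal globin, was higher for chimpanzee in CHON002 (-0.86 ± 0.10), TC28a2 (-1.50 ± 0.19) and K562 (-1.56). One close to the alpha globin genes, in NPRL3, was higher for human in TC28a2 (0.62 ± 0.06) and K562 (0.59 ± 0.07). Of 8, 32 and 36 pairs, human was higher in 2, 7 and 13 and chimpanzee in 3, 7 and 8 (adjusted over the list alone, 2, 7 and 13, and 3, 7 and 8). Among the 8, 31 and 34 that share middle sequence the counts were 2, 6 and 12 for human and 3, 7 and 7 for chimpanzee. Near 23 fibroblast and tendon genes, a pair close to TNC, the tenascin C gene, was higher for human in CHON002 (1.09 ± 0.21), TC28a2 (2.99 ± 0.17) and K562 (3.16 ± 0.13). One near TWIST2, a gene of mesenchyme, was higher for chimpanzee in TC28a2 (-2.31 ± 0.19) and K562 (-3.21 ± 0.24). Of 15, 49 and 49 pairs, human was higher in 4, 13 and 11 and chimpanzee in 1, 5 and 10 (adjusted over the list alone, 4, 14 and 10, and 1, 5 and 10). Among the 15, 48 and 48 that share middle sequence the counts were 4, 13 and 11 for human and 1, 5 and 9 for chimpanzee.

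Comparing RNA directly, several of the largest differences between CHON002 and TC28a2 were at oligos close to the ends of genes, far higher in TC28a2. The log2 difference, CHON002 over TC28a2, was -9.48 ± 0.96 (SE, n = 5 libraries per line) 16 bases from KIAA1143 (chromosome 3, position 44761635; adjusted p = 2.5e-06), -8.41 ± 0.60 at 131 bases from the zinc finger gene ZNF530, and -8.31 ± 0.65 at 190 bases from another, ZIK1. Higher in CHON002 were oligos in IMPG2 (7.41 ± 1.24), in L1TD1 (7.09 ± 0.86) and near RBFOX3 (7.07 ± 1.15). Of 25266 oligos active in at least 1 of both lines 17610 differed, 2570 higher in CHON002 and 15040 in TC28a2. The AP-1 motif was in 1.27% of those higher in CHON002 and 4.78% of those higher in TC28a2 (adjusted p = 1.5e-09), the E-box CAGGTG in 10.9% and 2.17% (3.0e-39). Outside the tRNA and Alu class the E-box was in 9.07% and 2.16% (Fisher's exact test, p = 5.5e-21).

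Against K562, CHON002 was higher at oligos in SPOCK1, a proteoglycan gene (4.32 ± 1.03; chromosome 5, position 137470711; adjusted p = 0.0022), in GPRC5A (4.18 ± 1.20) and near UST, a gene of a sulfotransferase of glycosaminoglycans (4.16 ± 1.04). K562 was higher near LARP1, an mRNA-binding protein gene (-8.48 ± 0.94), in SUSD4 (-8.01 ± 0.36) and beside KIAA1143 (-7.79 ± 0.91). Of 30026 oligos 23906 differed, 3077 higher in CHON002 and 20829 in K562. GATA motifs were in 1.78% and 4.18% of these (adjusted p = 8.8e-06). Between CHON002 and TC28a2 they were in 1.42% of oligos higher in CHON002 and 3.10% of those higher in TC28a2 (Fisher's exact test, adjusted p = 0.0026). The ranking toward CHON002 changed without K562 replicate 5, which holds CHON002-like reads: the differences were then 5.68 (SPOCK1), 6.98 (GPRC5A) and 5.86 (UST; n = 5 and 4 libraries), and the highest lay in MAD1L1, a gene of the spindle checkpoint (7.52 ± 0.55), near CHD2 (7.36 ± 0.57) and in FLYWCH1 (7.32 ± 0.80). Those near LARP1, in SUSD4 and beside KIAA1143 were then -8.50, -8.05 and -7.81, and 24943 of 30815 oligos differed.

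TC28a2 exceeded K562 most at an oligo in FAM210A (9.11 ± 0.90; chromosome 18, position 13674735; adjusted p = 1.5e-06), one whose nearest gene, OTOL1, is 791500 bases away (8.29 ± 0.65), one in PRCP (8.26 ± 0.72), one in FRMPD4 (8.05 ± 0.60) and the one in SPOCK1 (7.94 ± 0.86). K562 was higher in TCAF2 (-6.73 ± 0.30), near DRD1, a dopamine receptor gene (-6.60 ± 0.48), and near LARP1 (-6.56 ± 0.52). Of 34455 oligos 16988 differed, 6605 higher in TC28a2 and 10383 in K562. AP-1 was in 6.00% of those higher in TC28a2 and 2.70% of those higher in K562 (adjusted p = 1.2e-12), TEAD, the motif of the factors through which YAP acts, in 1.47% and 0.609% (0.00054), and GATA in 3.60% and 5.21% (0.0025). Without K562 replicate 5 the same 5 elements led each way, that in FAM210A at 10.64 and that in TCAF2 at -6.86.

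Whether a human-chimpanzee difference depended on the cell line was tested directly in the RNA libraries. Between TC28a2 and K562, the skew near GSTP1 was 5.37 in TC28a2 and -0.28 in K562, a difference of 5.69 ± 0.32 (SE, n = 5 libraries per line; adjusted p = 4.2e-09), and that near LMCD1 0.55 and -5.01 (5.56 ± 0.32). In all, 2137 of 17177 pairs differed between these lines, 1075 with the ratio of human to chimpanzee higher in TC28a2 and 1062 in K562. Between CHON002 and TC28a2, 1368 of 13037 differed (635 and 733), among them GRAMD2B (-8.27 and -2.69; difference -5.77 ± 0.67). Between CHON002 and K562, 2572 of 14880 did (1205 and 1367), among them TMEM51 (-4.64 ± 0.75) and NXPH1 (-5.96 ± 0.35). Of these lines, TMEM51 was tested for skew in CHON002 alone and NXPH1 in K562 alone. On pairs that share middle sequence alone the counts were 1164 of 12176, 1891 of 16049 and 2127 of 13863 for CHON002 with TC28a2, TC28a2 with K562 and CHON002 with K562. In the same order, only 1869 of 13037, 8488 of 17177 and 1775 of 14880 pairs had an active sequence in both lines. At the other pairs a difference can come from an element active in 1 line only. Among the 476, 2347 and 511 pairs skewed in both lines, 144, 587 and 170 differed.

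Most pairs skewed in both of 2 lines went the same way: 458 of 476 (96.2%) in CHON002 and TC28a2, 474 of 511 (92.8%) in CHON002 and K562, and 2253 of 2347 (96.0%) in TC28a2 and K562, where independent calls would give 161, 192 and 776 pairs that are skewed the same way. The 18, 37 and 94 opposite pairs were all called different in the direct test. The correlation of skews, taken across pairs, which are not independent replicates, was 0.66, 0.68 and 0.74 (Pearson's r; Spearman's rho 0.68, 0.62 and 0.71). Oligos active in both lines numbered 3382, 3271 and 16004, against 857, 1031 and 4114 for independent calls, and 2715 were active in all 3 lines. K562 replicate 5 holds a fitted share of 38.2% CHON002-like reads, against 0 to 1.90% in the other K562 libraries. Without it CHON002 and K562 shared 2971 active oligos (1050 for independent calls), 413 of 461 pairs skewed in both went the same way (89.6%) and r was 0.53, and 2644 oligos were active in all 3 lines. For TC28a2 and K562 the values were 16067, 2223 of 2315 (96.0%) and 0.73. The same plasmid libraries enter each line's values. With plasmid libraries 1 and 2 used for one line and 3 and 4 for the other, the counts active in both were 1042, 991 and 11708 (against 297, 486 and 2535), those skewed the same way 235, 248 and 1218, and r 0.65, 0.67 and 0.73. Since plasmid libraries 1 to 3 differ by little more than sampling noise, these sets are not fully independent. Simulated unchanged RNA set against the same plasmid libraries gave 0 shared calls in edgeR and r of -0.03, -0.01 and 0.02. The same barcodes also enter each line's values. Between random parts of the barcodes of one and the same sequence r across lines was 0.38, 0.51 and 0.44, against 0.66, 0.62 and 0.72 between such parts of the human and chimpanzee barcodes (covariance 0.0787, 0.0993 and 0.0858, against 0.811, 0.704 and 0.788). These values cover 1040, 1004 and 4761 of the 1869, 1775 and 8488 pairs tested in both lines.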

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

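The tests of K562 replicate 5 for even swapping of reads, and the choice of the tRNA and Alu class, came after the result was seen. Library properties were compared within each group by the gap of the most distant library. In 9 of 60 such comparisons a library lay far from the others. The comparisons share the same libraries and are not independent, so this count was not set against chance. In K562 replicate 5 the barcode with most reads took 0.263% of reads (others 0.0341 to 0.0870%), tRNA and similar genes 5.78% (0.110 to 0.654%), Alu sequence on the listed strand 5.86% (0.467 to 0.843%), the 10 oligos with most reads 12.6% (2.40 to 4.05%), and a fitted CHON002-like share of reads 38.2% (0 to 1.90%). In TC28a2 replicate 2, tRNA and similar genes took 0.448% (0.0762 to 0.177%) and Alu sequence on the listed strand 1.47% (0.302 to 0.406%). In plasmid replicate 4, Alu sequence on the listed strand took 0.933% (0.953%) and the 10 oligos with most reads 0.122% (0.147 to 0.149%).

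For K562 replicate 5, reads swapped evenly between all libraries are unlikely, since the fitted share was 38.2% here, at most 1.90% in the other K562 libraries, and 8.59% (replicate 2), 4.18% (replicate 3) and at most 2.25% in the TC28a2 libraries. More transcription of the tRNA and Alu class alone is unlikely too, as oligos outside the class had a median of 87.0% of the excess predicted from CHON002, though the class was searched in the middle stretch only. The same share of CHON002 reads or RNA over all elements fits, with 6.26% of oligos under 50% of the predicted excess. Whether reads of the CHON002 libraries themselves entered could not be told: the correlations of barcode deviations with CHON002 replicates 1 to 5 were -0.0184, 0.0459, 0.0352, -0.017 and -0.0205. All lie below those of simulated mixing from the same library (0.0343, 0.0789, 0.2647, 0.0864 and 0.5919; highest 0.1089 when mixed evenly from all 5), which goes against it, but the simulation assumes the fitted share.

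The human-to-chimpanzee ratio differed between lines, by the direct test, in 1368 pairs for CHON002 and TC28a2, 2572 for CHON002 and K562 and 2137 for TC28a2 and K562. Some of the pairs, such as LMCD1, MYLK4 and NXPH1 between CHON002 and K562, had an active sequence in 1 of the lines only. For CHON002 less TC28a2 the largest log2 differences were at AKAIN1 (7.79), MAP6 (7.06; not called with limma, with a replicate block or without CHON002 replicate 4), PPFIBP1 (5.85), NAPG (5.80), ADGRV1 (5.42), IGF2R (-5.87), GRAMD2B (-5.77), ZNF92 (-5.64), PPIAL4F (-5.47) and TMC1 (-5.28). For CHON002 less K562 they were at AKAIN1 (8.39), LMCD1 (5.42), SOX5 (5.41), MYLK4 (5.04), CSMD1 (4.82), NXPH1 (-5.96), PPIAL4F (-5.78), HMGCLL1 (-4.98), CD109 (-4.92) and TMEM51 (-4.64). For TC28a2 less K562 they were at GSTP1 (5.69), LMCD1 (5.56), CSMD1 (5.34), RALGPS1 (4.88), SENP7 (4.71), PDCD6IP (-4.97), C4orf54 (-4.67), GABRA4 (-4.54), LOC124901495 (-4.34) and LINC02210-CRHR1 (-4.30). The pairs at AKAIN1, PPFIBP1, NAPG, ADGRV1, ZNF92, PPIAL4F, TMC1, SOX5, GABRA4 and LINC02210-CRHR1 share no middle sequence on the same strand. Chance can be excluded as the source of these counts: of 100 splits of the libraries the real one alone (value 1) gave as many calls, 289 against at most 5 in the others, 554 against at most 5, and 374 against at most 2, among 3000 pairs.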

How the results depend on the processing

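Alternatives left the named results in the same direction (0 reversed), and most on the same side of the threshold: 886 of 908 values for named CHON002 skews, 856 of 857 in TC28a2, 894 of 894 in K562, and 179 of 184 for K562 activity, where DESeq2 gave no p for 5. Named CHON002 skews near SOX6, BMP6, PAX9, LMO2, HBE1, TNC, COL3A1 and in HOXA3 lost their call when all pairs past the count filter were tested. The skew difference at MAP6 lost its call with limma, with a replicate block and without CHON002 replicate 4. The counts were less stable, and the cause was not tested except where fewer or more oligos were tested.

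CHON002 oligos lower than plasmid (160) numbered 49 centred on negative controls, 284 at any fold, 605 with no filter, 8 with the stricter filter, 321 with the top barcode left out, 495 with a replicate block and 2 with plasmid replicates 1 to 3 summed. The CHON002 share of skewed pairs with the human sequence higher was 46.7% with TMM per library and sequence, the other way, 52.9% with no filter and 55.4% with the stricter filter. CHON002 skewed pairs numbered 654 with all pairs tested, 2004 with no filter, 464 stricter and 648 summed, and active oligos 2464 stricter and 2882 summed. TC28a2 oligos lower numbered 5096 with the most common ratio at 0, 6779 with DESeq2, 19241 with no filter, 4297 stricter and 1654 summed, higher 9453 stricter and 14781 summed, and skewed pairs 6653 with no filter, 1696 stricter and 2393 summed. K562 oligos lower numbered 9426 with DESeq2 size factors, 2494 with the most common ratio at 0, 3018 centred on negative controls, 9326 with DESeq2, 34593 at any fold, 33287 with no filter, 5579 stricter and 7030 summed, higher 44974 with no filter and 11599 stricter, and skewed pairs 11828 and 2764. With the stricter filter 8027 (CHON002 and TC28a2), 10615 (CHON002 and K562) and 7162 (TC28a2 and K562) oligos differed between lines, and with limma on ratios 741 (CHON002 and TC28a2) and 1239 (TC28a2 and K562) skews. With split plasmid libraries 1042 and 991 oligos were active in CHON002 and in TC28a2 or K562, 235, 248 and 1218 pairs were skewed the same way, and r for TC28a2 and K562 was 0.73. Without K562 replicate 5, r for CHON002 and K562 was 0.53 in place of 0.68. On pairs that share middle sequence r was 0.63 for CHON002 and K562 and 0.73 for TC28a2 and K562. Within 500 kb the growth plate odds ratio for TC28a2 was 0.913 and the limb and axial one for CHON002 0.598, neither past the threshold.

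With 1 library left out, CHON002 oligos lower ranged from 19 to 766, CHON002 skewed pairs from 886 to 2185 and TC28a2 oligos lower from 6236 to 12816, and all other counts stayed within 1.5 times. DESeq2, limma on ratios, an adjusted p under 0.1 and a skew of at least 0.5 moved no other count as far. A distance of 50 kb changed no gene list call, but moved odds ratios, that of active CHON002 elements near limb and axial genes from 0.181 to 0.0927 and that of skewed ones near growth plate genes from 0.409 to 0.195. The motif search in the central 100 bases was not run. No odds ratio exists for CHON002 skews near limb and axial genes within 50 kb, where 1 pair was tested. In simulated data an activity change of log2 1 was recovered in 35, 25 and 17 of 100 oligos (CHON002, TC28a2 and K562), and how far depth sets this was not tested.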

Other observations

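The tests on Alu direction, single barcodes, wider spread, pairs that are not the same stretch and splits with plasmid libraries summed were chosen only after the result was seen. Pairs with skews that went opposite ways in both of 2 lines numbered 18, 37 and 94 for CHON002 and TC28a2, CHON002 and K562, and TC28a2 and K562. A pair in NOM1 near LMBR1, which holds the limb enhancer of the patterning gene SHH, was one: 0.88 ± 0.16 (SE, n = 5 RNA and 4 plasmid libraries) in TC28a2 and -1.43 in K562. Near TFRC, the transferrin receptor gene, the human sequence was higher in CHON002 (4.36 ± 0.31), with T137C, A139T, A168G and T170C read in the middle stretch. Of 2 pairs in or near ELN, the elastin gene, the human sequence was higher in one (1.51 ± 0.10; G177A) and the chimpanzee sequence in the other (-2.26 ± 0.37; T137C).

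Within 500 bases of a gene end 162, 478 and 538 elements, those with an active sequence, were tested for skew in CHON002, TC28a2 and K562. Of these 30.2% were skewed in CHON002 (95% Wilson interval 23.7 to 37.7), 42.7% in TC28a2 (38.3 to 47.2) and 56.5% in K562 (52.3 to 60.6). Of the 2739, 10991 and 12501 tested elements farther away, 42.9% (41.1 to 44.8), 35.6% (34.7 to 36.5) and 52.4% (51.5 to 53.3) were skewed. Oligos whose Alu match lies in the first 200 bases of the repeat on the listed strand were active in CHON002 in 65.1%, against 6.76% for the rest of the repeat.

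Of the 100 top CHON002 oligos 8 held a tRNA gene and 47 Alu sequence on the listed strand. Much of the highest CHON002 activity thus lay in tRNA and Alu elements, and few oligos lay below plasmid. Transcription from the Alu promoter toward the barcode could account for the former: the active share was 36.5 times as high on the listed as on the opposite strand, if the listed strand runs toward the barcode. Whether cross-mapping between copies of the repeat contributes stays open. The ratio of opposite to listed strand was 0.0274, and 6.76% were active outside the first 200 bases. These values cannot decide it, since reads exchanged between copies of the same strand and part would keep both contrasts. How far reads are shared between the active copies was not tested. Single barcodes with very many reads are unlikely (a median of 8.09% of reads on 1 barcode). Whether plasmid DNA or uniform background reads account for the few oligos below plasmid stays open. Oligos at -1 or less in both other lines had a median log2 of -0.31 in CHON002. This cannot decide it, since it restates that few CHON002 oligos of any kind lie that low (5th percentile -0.69). A wider spread between CHON002 libraries stays open, since the median SE was 0.334 against 0.360 in TC28a2 and 0.263 in K562, and without CHON002 replicate 5 the count below plasmid was 766.

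For the skewed pairs that were split, with at least 20 barcodes, different barcodes on both sequences are unlikely to be the main cause. Calls between random parts of a sequence's barcodes were 8.76%, 3.57% and 19.2% of those between equal human and chimpanzee parts (CHON002, TC28a2 and K562). Only 1629 of 2948, 6584 of 11958 and 7561 of 13707 tested pairs were split this way. The others were not tested for this cause. Sequence divergence may contribute, since pairs with at least 2 differences in the middle stretch were skewed in 44.9%, 42.2% and 57.7%, against 33.4%, 29.2% and 44.8% of those with none. Pairs that are not the same stretch are unlikely to be the main cause: 1085 of 1235, 3740 of 4206 and 6314 of 7068 skewed pairs share middle sequence, and a fit on such pairs alone called 87.3%, 87.7% and 89.0% as many as on all. Such pairs may come from segments that run in the opposite direction in the chimpanzee genome, since of the 12285 in 1-Mb bins with at least 10 pairs 90.7% lay in bins where most pairs share none. Of all 12434 only 920 share middle sequence on the opposite strand. That test was written after their chromosomes had been seen, and the segments themselves were not looked up.

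Chance can be excluded for the RNA differences between lines: of 100 splits of the libraries the real one alone (value 1) gave as many calls among 10000 oligos, 6956 against 656 (CHON002 and TC28a2), 7989 against 1232 (CHON002 and K562) and 4874 against 0 (TC28a2 and K562). For RNA against plasmid the real split alone also gave as many: for activity 379 against at most 7 (CHON002), 2217 against 319 (TC28a2) and 2893 against 1080 (K562), and for skew 1235 against 632, 996 against 442 and 1504 against 856. These splits treat plasmid libraries 1 to 3 as independent, although they differ by little more than sampling noise. With these summed there are 21 splits. For CHON002 activity a split of CHON002 replicates 3 and 5, in which the fewest CHON002 barcodes were seen, from the rest gave 442 calls against 175, which points to a structure among these libraries, so the splits do not settle chance for CHON002 activity. Of its controls 22 of 42 positive and 0 of 34 negative ones were called higher in edgeR. In the other 5 tests the real split gave 1074 and 2104 calls for activity (TC28a2 and K562) and 897, 702 and 1084 for skew, and every other split gave 0 in edgeR.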
